A study of Homo sapiens with 10 samples. Its data were reported in "Rb-driven transcription limits its tumour-suppressive effects in breast cancer" (2026).

How the data were processed

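Rb binding was measured by CUT&RUN in 10 libraries from MCF7 breast cancer cells. Native Rb was profiled in parental and RB1-knockout cells, each treated for 2 days with DMSO or 500 nM abemaciclib (n = 2 libraries per group, which the paper describes as independent cultures). The series also holds 1 IgG library from parental cells with DMSO and 1 H3K4me3 library from knockout cells with abemaciclib. Groups were taken from the labels of the series. Libraries with the same replicate number share no recorded batch, so no pairing entered the tests of the report.

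By the processing notes and the paper, the authors trimmed adapters, aligned paired reads to hg38 with Bowtie2 2.3.4.1, removed blacklisted and mitochondrial reads, kept duplicates and called peaks in each library with MACS2 2.2.7.1 against matched IgG at q of 0.05. The notes also name deepTools 3.5.0 and DiffBind; their outputs were not analysed here. The deposited files are 1 peak list per library, with no signal tracks and no read counts. In each deposited list the peak score is 10 times the −log10 q value, the fold enrichment is a ratio of the pileup at the summit to the local expectation, and the significance columns are −log10 p and −log10 q of the authors. The paper describes broad calling for H3K4me3, but the deposited H3K4me3 list has the layout of narrow peaks with summits, and it was used as such. The fold enrichment and the −log10 q values of the authors served only to rank peaks within a list and to name sites, and were not compared as levels between libraries.

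Sequencing totals were not analysed here, and relative depth was estimated from the lists. The p-value and the fold enrichment of a peak determine together the pileup and the expectation under the Poisson model of the caller, and both were solved for every peak with −log10 p up to 250. Pileups came out as whole numbers (within 0.02) for 97.9 to 100% of the solved peaks of each library, the form that pileups take when the antibody library is not rescaled to its control. The lowest expectation in a list was taken as its genome-wide background, which scales with the number of fragments of the library. It was 0.880 and 0.889 in the parental DMSO libraries, 0.115 and 0.866 in the parental abemaciclib libraries, 0.453 and 0.876 in the knockout DMSO libraries and 1.00 and 0.880 in the knockout abemaciclib libraries, 0.809 for IgG and 0.919 for H3K4me3. With fewer than 100 peaks, the knockout values are upper bounds of the background. For abemaciclib replicate 1 the most frequent expectation was higher, at 0.291, and served as an alternative chosen after seeing the data. Depth limits the detection of weak sites in each list, and a peak absent from a list is not evidence of no binding.

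Peak coordinates were checked against the reference sequences. Of 286 sequence names in the lists, 89 were in the reference, and they held 73828 of 74330 peaks, of which 0 ran past an end. Peak numbers were counted over all sequences, and regions, genes and motifs were analysed on chromosomes 1 to 22 and X. Peaks of the 4 parental Rb lists were merged where they overlapped by at least 1 bp, and each merged region was classed as shared (in all 4 lists), gained (in both abemaciclib lists and neither DMSO list), lost (the reverse) or other. Regions were annotated with GENCODE release 44. A promoter ran from 2000 bp upstream to 500 bp downstream of any annotated transcription start. Other regions were assigned to exons, introns or intergenic sequence by their summit, and to the coding gene with the nearest start, with the canonical start used for the distances given for list genes.

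Peak numbers were compared as ratios of geometric means with exact permutation tests, 70 arrangements for genotype, 6 for treatment in parental cells and 36 for the difference of the treatment ratios between genotypes. Shares of regions were compared by Fisher's exact test with 95% Wilson intervals. The gene universe was 19962 coding genes, of which the 13576 with H3K4me3 at a promoter formed the background. A total of 17 gene lists was tested, and all genes of each list were matched to the annotation. Each list was tested by Fisher's exact test for Rb in both abemaciclib libraries, for Rb in both DMSO libraries and, among the 4970 background genes with Rb in neither DMSO library, for gain, with Benjamini and Hochberg adjustment within each test and a threshold of 0.05. The lists were G1/S control and nucleotide synthesis, DNA replication, DNA repair, G2/M and mitosis, replication-dependent histones, Rb pathway and DREAM components, oestrogen response, luminal identity, basal and mesenchymal, blood-lineage genes, liver, muscle and neuronal genes, interferon response, AP-1 and immediate-early, p53 targets, cytosolic ribosomal proteins, oxidative phosphorylation and proteasome. For gained regions outside promoters, the number of list genes nearest to at least 1 region was compared with 10000 random lists matched on 10 classes of locus length (2-sided permutation p). List tests take genes as independent, which clustered genes that share a peak are not. A total of 15 motifs was searched as consensus sequences, with 1 mismatch allowed for the oestrogen response element and 0 for the others, on both strands within 100 bp of summits and in a control window 500 bp away, with an exact test of discordant pairs and adjustment over 45 tests.

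Genes and regions named in the text follow a fixed rule. It took a panel of 32 genes, the 5 regions of each class with the best mean rank in the 2 abemaciclib libraries (the 2 DMSO libraries for lost regions), the 5 knockout regions found in most libraries and, for each called list, up to 4 members with and 4 without Rb by the same rank. For the lists of gained regions outside promoters, all genes with a region were named in addition, which was chosen after their values were seen. The groups, lists, motifs and the tests of the main comparisons were fixed before the data were examined. Some alternatives and some tests of explanations were chosen later, and each is described as such where it is given.

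The alternatives were stricter q thresholds of 0.001 and 1e-05, equal numbers of best peaks per library, 400-bp windows around summits, a reciprocal overlap of 50%, exclusion of regions with knockout or IgG peaks, covered base pairs, removal of peaks that overlap IgG peaks, a promoter window of 1000 bp on either side, starts of coding genes alone, stricter H3K4me3 peaks, all coding genes as background, regions within 100 kb, nearest genes with H3K4me3 alone, shuffled motif controls, motif windows of 50 bp, a replicate block and omission of each replicate. Chosen after seeing the data were peak numbers on chromosomes 1 to 22 and X alone, canonical starts for the gene lists and the most frequent expectation as depth. The closing section gives their effects.

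Methods were tested on simulated data. The depth solution recovered 98.5% of 1996 pileups. The counts of the region classes reached 100% of 881 gained, 1510 shared and 298 lost regions that were planted. That check compared totals, capped at 100%, of well-separated regions with equal widths across lists. It does not cover unequal widths or calling thresholds. The promoter list test called 100% of 20 planted lists and gave a raw p under 0.05 for 4% of 100 unplanted lists, and the test of gained regions outside promoters called 100% of 20 and gave 3% of 100. The motif test called a planted motif in 100% of 20 repeats and called 0.714% of 280 other motifs, with a raw p under 0.05 for 3.93%. Its simulated summit and control windows had the same random base composition, so these rates do not cover differences in composition between the windows of the data. The excess planted in the list and motif tests was larger than that of many called lists and motifs. The shares of planted cases called therefore do not show how often weaker effects would be found. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.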

Results

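Rb occupied many sites in parental MCF7 cells, an oestrogen receptor-positive luminal breast cancer line, and almost none in RB1-knockout derivatives. The Rb lists of parental cells held 8234 and 8877 peaks with DMSO and 20302 and 14935 peaks after 2 days of 500 nM abemaciclib, an inhibitor of CDK4 and CDK6, the kinases that phosphorylate Rb. The knockout lists held 81 and 44 peaks with DMSO and 44 and 50 with abemaciclib. The control IgG list held 388 peaks, and the list for H3K4me3, a histone mark of active promoters, held 21375.

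**Figure D1:**
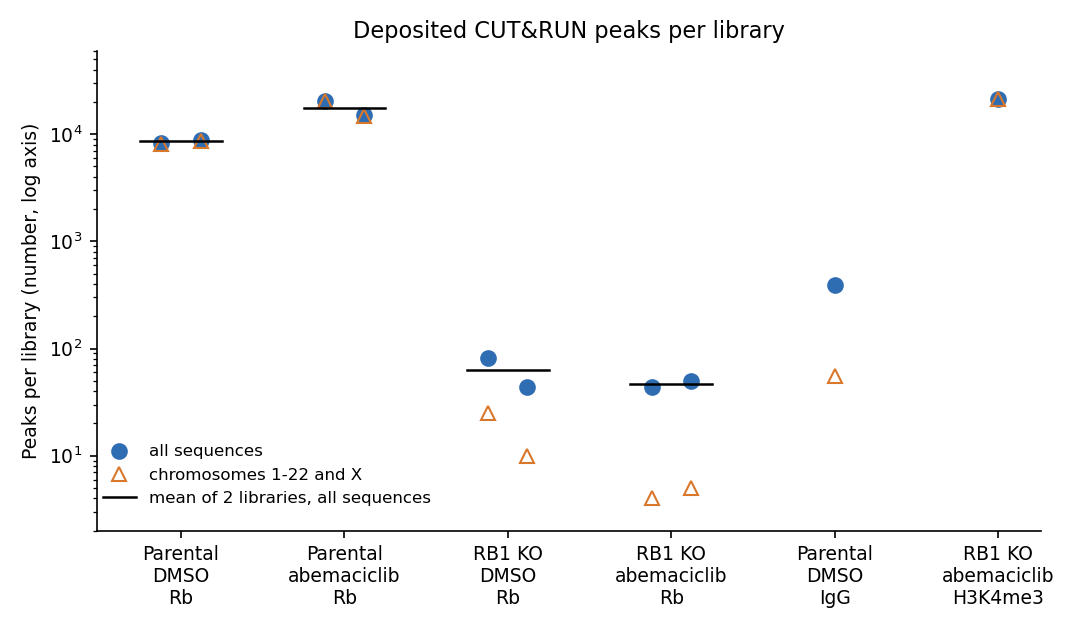
Number of peaks (log axis) in each of the 10 libraries by cell type, treatment and antibody, with circles for all sequences, triangles for chromosomes 1 to 22 and X, and bars for the mean of 2 libraries. The 4 parental Rb libraries held 8234 to 20302 peaks and the 4 knockout Rb libraries 44 to 81.

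Active promoters with Rb in parental cells were almost free of Rb peaks in RB1-knockout cells. CCNE2 (cyclin E2), CLSPN (claspin, a replication checkpoint mediator), PCNA (the replication clamp) and MYC carried Rb in all 4 parental libraries. Of the 11557 genes with an H3K4me3 promoter and Rb in both abemaciclib libraries, 1 had a peak in any knockout Rb library (0.00865%) and 6 had a peak in the IgG library (0.0519%). The parental libraries held 230.6 times as many peaks as the knockout libraries (ratio of geometric means, log2 7.85, n = 4 and 4, exact permutation p = 0.0286, the smallest that 70 arrangements can give), and all 4 parental libraries exceeded all 4 knockout libraries. The ratio was larger without peaks that overlapped an IgG peak (859.1) and, as an alternative chosen after seeing the data, on chromosomes 1 to 22 and X alone (1438). Peaks were called against matched IgG, so a low overlap with IgG peaks is partly built in and is not independent evidence. The paper describes knockout lines grown from single sorted cells, and the clones behind these libraries are not recorded. The permutation test therefore cannot separate loss of RB1 from differences between clones.

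Most of the residual knockout peaks lay at sites that also drew signal elsewhere. Of 219 knockout peaks, 196 (89.5%) overlapped a peak of the IgG library or of a parental Rb library, and 44 lay on chromosomes 1 to 22 and X. The peaks formed 101 regions, of which 25 were found in all 4 knockout libraries, 3 of them on chromosomes 1 to 22 and X. The strongest of these 3 lay on chromosome 5 from 164131 to 166763, 26048 bp from the start of LRRC14B. Another lay on chromosome 5 from 1570323 to 1571428, in the neighbourhood of LPCAT1, and the other leading regions lay on unplaced or decoy sequences. Of the knockout peaks on chromosomes 1 to 22 and X, 2 overlapped H3K4me3.

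Abemaciclib-treated parental cells had more and broader Rb peaks than DMSO-treated cells. The mean number was 17619 ± 3795 with abemaciclib and 8556 ± 454.7 with DMSO (s.d., n = 2 each), a ratio of geometric means of 2.04. Both abemaciclib libraries exceeded both DMSO libraries, and the exact permutation p of 0.333 was the smallest that n = 2 and 2 can give. The peaks covered 17.4 and 16 Mb with abemaciclib and 5.26 and 5.30 Mb with DMSO, so the ratio in covered base pairs was 3.15. In knockout cells the mean was 47.0 ± 4.24 with abemaciclib and 62.5 ± 26.2 with DMSO (s.d., n = 2 each). Knockout cells lack the target of the antibody and could not gain Rb peaks, so a comparison with them shows only that their residual background did not rise in the same way. The treatment ratio was 2.59 times as large in parental as in knockout cells (exact permutation p = 0.167, n = 2 per group, smallest possible 0.0556). On chromosomes 1 to 22 and X alone, chosen after seeing the data, it was 7.29 times as large (exact permutation p = 0.0556, n = 2 per group).

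The sites found in both DMSO libraries were nearly all present with abemaciclib, which added further sites. Merging the 4 parental lists gave 21885 regions on chromosomes 1 to 22 and X. Of these, 6322 (28.9%) were in all 4 lists (shared regions), 4893 (22.4%) were in both abemaciclib lists and neither DMSO list (gained regions), and 1 was in both DMSO lists and neither abemaciclib list (lost). The lost region lay in an intron on chromosome 5 from 1570180 to 1571274, 47042 bp from the start of LPCAT1, at the place of the knockout region named above. The remaining 10669 regions were in other combinations, among them 6211 in abemaciclib replicate 1 alone, 1248 in abemaciclib replicate 2 alone, 183 in DMSO replicate 1 alone and 689 in DMSO replicate 2 alone. These classes record presence in the lists and are not a test of signal at each site. Without abemaciclib replicate 2, 11529 regions were gained, and the number lost was 691 without DMSO replicate 1, 184 without DMSO replicate 2 and 5 without either abemaciclib replicate in turn. With the same number of best peaks taken from each list, 561 regions were gained and 198 lost, and with a reciprocal overlap of 50% in place of merging, 8035 were gained, 1926 shared and 2260 lost.

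**Figure D2:**
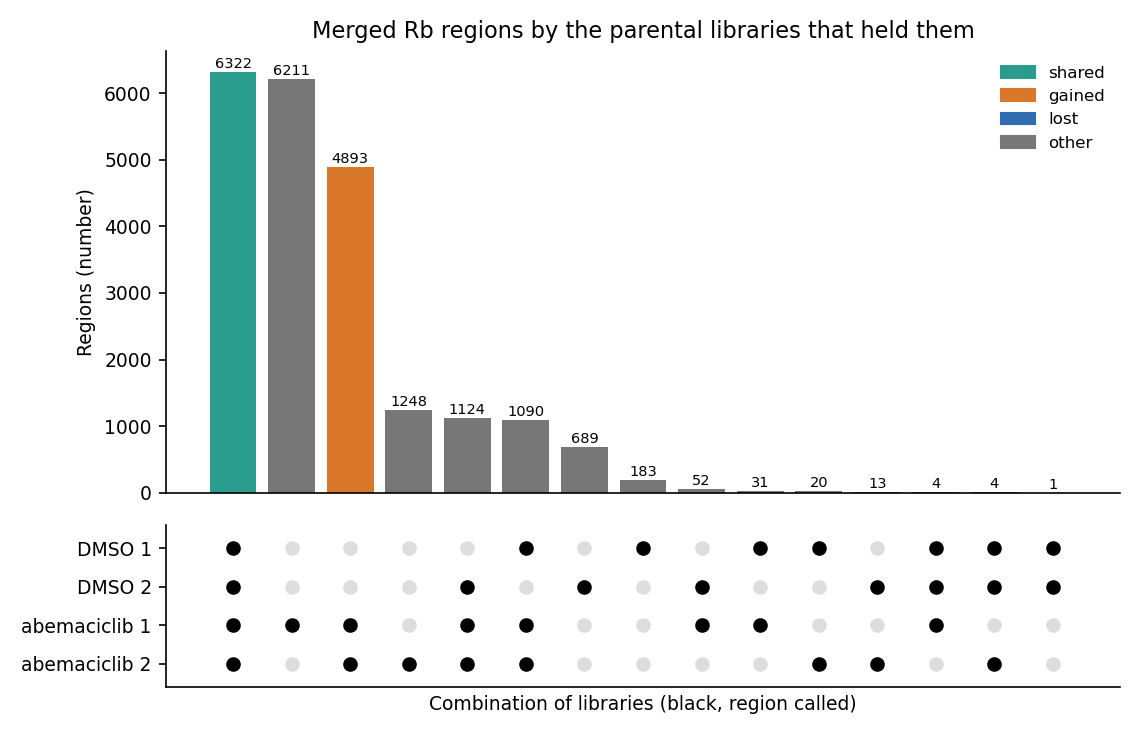
Number of merged regions (bars) for each combination of the 4 parental Rb lists, with black points marking the lists that hold the regions and colours marking shared, gained, lost and other regions. All 4 lists hold 6322 regions, both abemaciclib lists alone 4893, and abemaciclib replicate 1 alone 6211.

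The strongest shared sites were promoters on the long arms of chromosomes 17 and 20. They lay at PPM1D (a p53-induced phosphatase; chromosome 17, 60598788 to 60602709), BRIP1 (a DNA repair helicase; chromosome 17, 61862034 to 61864359), SKA2 (a kinetochore protein; chromosome 17, 59153340 to 59155999), USP32 (chromosome 17, 60390899 to 60393479) and PARD6B (a polarity protein; chromosome 20, 50730166 to 50734206). PPM1D ranked 1 in both DMSO lists and 2 and 1 in the abemaciclib lists. The strongest gained promoter regions were at SLC15A4 (chromosome 12, 128823075 to 128824701), TGFA (an EGFR ligand; chromosome 2, 70552950 to 70554536), LYSMD4, GLMN and PROSER2, which ranked from 1454 to 3785 in the abemaciclib lists. The strongest gained regions outside promoters had as their nearest genes CDHR2 (in a coding exon, 29085 bp from the start), SMURF2 (in an intron, 112147 bp), ETS2 (intergenic, 49975 bp), BMS1 (intergenic, 54348 bp) and TRIM33 (in an intron, 5785 bp).

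Gained regions were less confined to promoters than shared regions. A promoter was overlapped by 3775 of 4893 gained regions (77.2%, 95% confidence interval 76.0 to 78.3%) and 6041 of 6322 shared regions (95.6%, 95 to 96.0%; odds ratio 0.157, Fisher's exact p = 2.5e-193). By library, 91.1% and 87.4% of peaks with DMSO and 73.6% and 83.1% with abemaciclib overlapped a promoter. The 1118 gained regions outside promoters lay mostly in introns (605) or between genes (377), at a median of 19304 bp from the nearest start of a coding gene. Shared regions were wider (median 1560 bp) than gained regions (754 bp). The Wilson intervals cover counting error only, and regions are not biological replicates, so these p-values describe the merged lists and not variation between cultures.

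Most gained regions also carried H3K4me3, as recorded in a single library of knockout cells with abemaciclib. H3K4me3 was overlapped by 83.1% of gained regions and 98.2% of shared regions (odds ratio 0.0893, Fisher's exact p = 2e-193). Among gained regions the share was 91.5% at promoters and 54.7% elsewhere (95% confidence interval 51.7 to 57.5%; odds ratio 8.93, Fisher's exact p = 6.92e-157), and among shared regions it was 99.2% and 76.2%. Without abemaciclib replicate 2, the share of gained regions outside promoters with H3K4me3 was 30.4%.

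Across genes, Rb covered a large part of the active promoters with DMSO and most of them with abemaciclib. Of 13576 coding genes with an H3K4me3 promoter, 6740 (49.6%) had Rb in both DMSO libraries and 11557 (85.1%) in both abemaciclib libraries. At promoters without H3K4me3 Rb was rare, at 0.266 and 0.642% with DMSO and 3.93 and 1.27% with abemaciclib. By gene, 6738 promoters were shared, 3002 gained and 0 lost, 2843 had Rb in another combination of libraries, and 993 (7.31%) had none. Genes of cell-cycle control, DNA synthesis and DNA repair were found in the shared group, namely CCNE1, CCNE2, E2F1, CDC6, MCM2, MCM5, PCNA, RRM2, TK1, DHFR, CCNA2, CCNB1, CDK1, PLK1, MKI67, BRCA1, RB1, RBL1, CDKN1A and CDK4. CCND1, MYC, KRT19, GATA3 and FOXA1 were also shared. A peak at any annotated start counted. For BRCA1, GATA3, GREB1, PGR, KRT8, TACC3, CDK6, SGK3, OLFM1, COL1A1, VIM, ACTA2, AXL, CD8A, CD247, PSMB9, HLA-B, RPS29 and RPL6, the best-ranked peak in abemaciclib replicate 1 lay at an alternative start. In that library 1 peak counted for both KRT8 and KRT18, and the same held for TACC3 and SLBP, for PSMB9 and PSMB8, for H3C1 and H4C1 and for H2AC11 and H2BC11.

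Other panel genes of luminal identity and of the oestrogen response had Rb in none or some of the parental libraries. TFF1, a classical oestrogen-induced gene, had no Rb peak at its promoter in any parental library, although it carried H3K4me3. GREB1 and PGR had a peak in abemaciclib replicate 1 alone, and KRT18 in DMSO replicate 1 and abemaciclib replicate 1. XBP1 had Rb in both abemaciclib libraries and DMSO replicate 1, and ESR1, the oestrogen receptor gene, in both abemaciclib libraries and DMSO replicate 2. KRT8 was counted in both abemaciclib libraries and DMSO replicate 1, although in abemaciclib replicate 1 and DMSO replicate 1 its peak was that of KRT18.

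With DMSO, Rb favoured genes of the cell cycle and of DNA synthesis. It was at all 30 promoters of the list for G1/S control and nucleotide synthesis (exact adjusted p = 4.13e-09), such as DNMT1, FBXO5, EZH2 and SLBP, and at 53 of 55 for DNA replication (exact adjusted p = 4.94e-13), such as CLSPN, NASP, MCM7 and PRIM1. It was at 42 of 44 for DNA repair (exact adjusted p = 3.67e-10), such as BRIP1, FANCG, UNG and CHEK1, and at 59 of 72 for G2/M and mitosis (exact adjusted p = 7.59e-08), such as TACC3, CENPM, CDC25B and AURKA. Among the members that did not have Rb in both DMSO libraries, GINS4, ORC5, RAD50, SPC25, CENPF and CENPI had it in DMSO replicate 1 alone, AURKB in DMSO replicate 2 alone and RAD54B in neither. Components of the Rb pathway and the DREAM complex followed with 25 of 34 (exact adjusted p = 0.0159), such as SIN3A, CDKN2C, LIN52 and ARID4A, whereas CDK6, CDKN2B and E2F5 had Rb in DMSO replicate 2 alone and HDAC1 in DMSO replicate 1 alone. Occupancy was below background for the oestrogen response (23 of 66, exact adjusted p = 0.0395), with Rb at SGK3, OLFM1, KLF10 and SIAH2 in both libraries, at KCNK5, IL17RB and UGCG in DMSO replicate 2 alone and at ABCA3 in DMSO replicate 1 alone. It was also below background for basal and mesenchymal genes (3 of 20, COL1A1, ITGB4 and VIM, exact adjusted p = 0.00874) and blood-lineage genes (0 of 7, exact adjusted p = 0.0379). Basal and mesenchymal promoters had Rb in 30% without DMSO replicate 1 (exact adjusted p = 0.0371), and blood-lineage promoters in 28.6% without DMSO replicate 2 (exact adjusted p = 0.389). The Rb pathway call ended at q of at most 0.001 (exact adjusted p = 0.0698) and with a window of 1000 bp on either side of the start (0.0751), the oestrogen call with all coding genes as background (0.900), and the blood-lineage call at q of at most 1e-05 (0.0843) and, chosen after seeing the data, at canonical starts (0.214).

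The other lists were not called with DMSO. They were replication-dependent histones (22 of 40, exact adjusted p = 0.693), luminal identity (18 of 37, 1.00), genes of liver, muscle and neurons (3 of 8, 0.882), the interferon response (12 of 36, 0.111), AP-1 and immediate-early genes (25 of 40, 0.177), p53 targets (19 of 34, 0.693), cytosolic ribosomal proteins (38 of 74, 0.925), oxidative phosphorylation (36 of 71, 0.962) and the proteasome (24 of 35, 0.0522). The proteasome was close to the limit and was called above background without DMSO replicate 1 (77.1%, exact adjusted p = 0.0324) or 2 (80%, 0.0157), at q of at most 0.001 (0.0386) and 1e-05 (0.0335), with equal numbers of peaks (0.0499), with all coding genes as background (0.000155) and, chosen after seeing the data, at canonical starts (0.0429). The interferon response was called below background without DMSO replicate 1 (36.1%, exact adjusted p = 0.0324) or 2 (33.3%, 0.0162).

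With abemaciclib, Rb was at every active promoter of several growth programmes. It was at all 30 for G1/S control (exact adjusted p = 0.0320), all 55 for replication (0.00176), all 44 for repair (0.00850), all 40 for histones (0.00968, with neighbours that share peaks counted as independent), all 35 for the proteasome (0.0180), and 71 of 72 for G2/M, with KNSTRN as the exception (0.00176). Ribosomal protein genes had Rb at 70 of 74 (exact adjusted p = 0.0347), such as RPS29, RPS20, RPS25 and FAU, whereas RPS6, RPL17 and RPL5 had it in abemaciclib replicate 1 alone and RPL29 in neither abemaciclib library. The leading proteasome genes were PSMC5, PSMA5, ADRM1 and PSME2, and the leading histone genes H2AC11, H2BC11, H3C1 and H4C1. Occupancy was below background for basal and mesenchymal genes (11 of 20, exact adjusted p = 0.00701), for blood-lineage genes (3 of 7, 0.0249) and for the interferon response (24 of 36, 0.0180). Rb was in both abemaciclib libraries at ITGB4, COL1A1, VIM and EGFR, at PAX5, HBA1 and CD8A, and at IRF3, IRF7, PSMB8 and PSMB9. It was in abemaciclib replicate 1 alone at FN1, LAMC2, ACTA2, AXL, CD247, IFI6, HLA-A and HLA-B, in abemaciclib replicate 2 alone at SELL, and in neither at CD14, IL7R and BST2. Without abemaciclib replicate 2, where the background was 91.9%, 1 of these 10 calls was left, the interferon response. The ribosomal call also ended without abemaciclib replicate 1 (exact adjusted p = 0.0539), at q of at most 0.001 (0.204) and 1e-05 (0.556), with equal numbers of peaks (45.9%, 0.119) and, chosen after seeing the data, at canonical starts (0.0844). Further calls ended for histones with equal numbers of peaks (55.0%, exact adjusted p = 0.874) and 400-bp windows (80%, 0.587), for the proteasome with 400-bp windows (0.0657), for blood-lineage genes without abemaciclib replicate 1 (0.109), with equal numbers of peaks (0.0811) and at canonical starts (0.161), and for interferon genes at q of at most 1e-05 (0.0893) and with all coding genes as background (0.648).

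No difference from background was called with abemaciclib for the Rb pathway and DREAM components (32 of 34, exact adjusted p = 0.315), the oestrogen response (53 of 66, 0.381), luminal identity (27 of 37, 0.0908), genes of liver, muscle and neurons (6 of 8, 0.384), AP-1 and immediate-early genes (35 of 40, 0.826), p53 targets (31 of 34, 0.497) or oxidative phosphorylation (64 of 71, 0.381). The Rb pathway was called with equal numbers of peaks (exact adjusted p = 0.0495), and luminal identity was called below background at canonical starts (67.6%, 0.0254), chosen after seeing the data. The study picked some of its oestrogen response genes, among them CCND1, TFF1, KRT18 and KRT19 of the list used here, partly on these libraries, so their occupancy is not independent evidence.

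**Figure D3:**
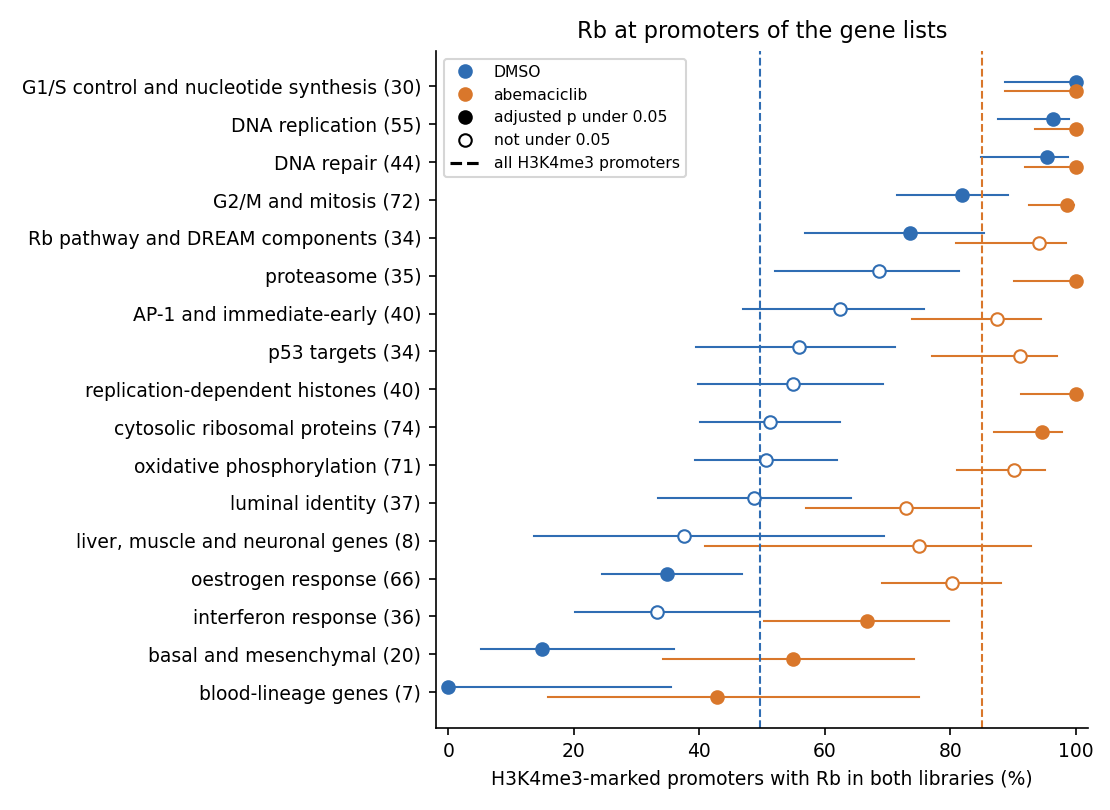
Percent of H3K4me3 promoters of each gene list (number of genes in brackets) with Rb in both DMSO (blue) or both abemaciclib (orange) libraries, with 95% Wilson intervals, filled points for an adjusted p under 0.05 and dashed lines for all 13576 genes (49.6% and 85.1%). Replication genes lie at 96.4% and 100%, and basal and mesenchymal genes at 15% and 55.0%.

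Among promoters that gained Rb, the lists of histone and ribosomal protein genes were called, although the histone call is weak evidence. Of 4970 genes with H3K4me3 and no Rb in either DMSO library, 3002 (60.4%) had Rb in both abemaciclib libraries. The share was 13 of 13 for replication-dependent histones (exact adjusted p = 0.0388), such as H3C1, H1-5, H2BC4 and H2AC6, and 21 of 24 for ribosomal proteins (exact adjusted p = 0.0431), such as RPSA, RPL15, RPL6 and RPS15A, with RPS6, RPL17 and RPL5, in abemaciclib replicate 1 alone, as the exceptions. The 13 histone genes all lay on chromosome 6, and 6 of them had a DMSO peak within 5 kb, against 4.1% of all gained genes. The test takes genes as independent, but histone genes lie in clusters where neighbours share peaks, so the p-values of this list are too small. H3C1 was counted through a peak that also covers H4C1, which had Rb in both DMSO libraries, so its gain is not that of a separate site. The histone call ended without DMSO replicate 1 (exact adjusted p = 0.0652), without abemaciclib replicate 2 (0.318), with equal numbers of peaks (1.00) and with 400-bp windows (9 of 15, 1.00). The ribosomal call ended without DMSO replicate 1 (exact adjusted p = 0.100), without abemaciclib replicate 1 (0.0761) or 2 (0.0720), at q of at most 0.001 (0.586) and 1e-05 (0.949), with equal numbers of peaks (1.00), 400-bp windows (0.0524) and, chosen after seeing the data, canonical starts (0.106).

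For the oestrogen response the share that gained Rb was 23 of 35 and was not called (exact adjusted p = 0.818), and for luminal identity it was 4 of 13 (raw p = 0.0432, exact adjusted p = 0.216). The remaining lists were not called, with 1 of 1 for repair (exact adjusted p = 1.00), 4 of 5 for G2/M (0.818), 1 of 3 for Rb pathway components (0.818), 6 of 14 for basal and mesenchymal genes (0.462), 1 of 5 for blood-lineage genes (0.315) and 3 of 5 for genes of liver, muscle and neurons (1.00). The shares were 11 of 23 for interferon genes (exact adjusted p = 0.611), 9 of 14 for AP-1 and immediate-early genes (1.00), 6 of 8 for p53 targets (0.818), 16 of 23 for oxidative phosphorylation (0.755) and 4 of 4 for the proteasome (0.462). No gene of the G1/S or replication lists lacked Rb in both DMSO libraries, so gain as defined here could not occur in them. A rise in signal at promoters already called with DMSO is not seen by this measure. The paper, which tested signal, reports that promoter sites with raised Rb were associated with cell-cycle genes.

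Outside promoters, gained Rb regions lay near genes of the oestrogen response and of luminal identity. Of the oestrogen list, 13 of 70 genes were the nearest gene to at least 1 of the 1118 gained regions outside promoters, against 4.12 in random lists matched on locus length (ratio 3.16, permutation adjusted p = 0.0034). They were BLVRB, CA12, CELSR2, IGFBP5, KCNK15, KRT19, MYBL1, PRSS23, RET, STC2, TOB1, TSKU and WWC1. Of the luminal list, 8 of 40 genes were nearest, against 2.34 (ratio 3.41, permutation adjusted p = 0.0249), namely CDH1 (E-cadherin), CLDN3 and CLDN4 (tight junction claudins), ESR1, FOXA1, GATA3, KRT19 and MLPH. Examples were an intergenic region 20913 bp from KRT19 (chromosome 17, 41548767 to 41549386), an intronic region 43768 bp from the canonical start of ESR1 (chromosome 6, 151763561 to 151764189) and an intergenic region 10766 bp from FOXA1 (chromosome 14, 37584351 to 37584979). Of the 5 genes on both lists, 1 (KRT19) had such a region, and the region assigned to GATA3 lay 1154510 bp away. The closest regions of CDH1, CLDN3 and CLDN4, all with H3K4me3, lay only 1111, 1143 and 1186 bp from the canonical start, and that of MLPH 13791 bp. KRT19 is also among the oestrogen genes that the study named from these libraries. Of the oestrogen and luminal genes of the fixed panel, TFF1, CCND1, GREB1, PGR, MYC and GATA3 had 0 gained regions outside promoters within 100 kb. XBP1, KRT18, KRT19, KRT8 and ESR1 had 1 each, and FOXA1 had 2. CCND1 and MYC each had 2 regions of any class there, 1 of them shared, and TFF1 and GATA3 had 1. A rise in signal at a region already called with DMSO does not count as gained. The paper links sites outside promoters with raised Rb signal to CCND1 and TFF1 through chromatin loops. The list for G1/S control was called as well, with 8 of 30 genes against 1.63 (ratio 4.92, permutation adjusted p = 0.0034), namely CCNE1, CDCA7, DCTPP1, E2F2, E2F8, MYBL1, RRM1 and UHRF1. Its regions included one 23310 bp from CCNE1 (chromosome 19, 29834992 to 29835445) and one 104088 bp from E2F8 (chromosome 11, 19344808 to 19345400). The call ended without abemaciclib replicate 2 (ratio 1.58, permutation adjusted p = 0.519) and for regions within 100 kb of the start (ratio 1.39, 0.663), where the oestrogen and luminal calls held (ratios 2.63 and 2.87). AP-1 genes were also called within 100 kb (ratio 2.39, permutation adjusted p = 0.0085). Histones had 29 of 43 genes there, but 1 region counts for many genes of a cluster and the random lists are not clustered, so no enrichment is inferred. Neighbouring luminal genes such as CLDN3 and CLDN4 can also be counted through 1 region there, so the luminal ratio may be too high. The oestrogen ratio was 1.73 without abemaciclib replicate 2 (permutation adjusted p = 0.0204), and 5 lists were called without DMSO replicate 1 or without DMSO replicate 2. The added lists were AP-1 genes (ratios 3.16 and 3.25, permutation adjusted p = 0.0224 and 0.0212) and p53 targets (3.37 and 3.44, 0.0224 and 0.0231). No list was called with peaks of q at most 0.001 (oestrogen 2.42, luminal 2.87 and G1/S 4.04, permutation adjusted p = 0.146, 0.146 and 0.126), of q at most 1e-05 (1.61, 3.01 and 4.03, permutation adjusted p = 0.913, 0.44 and 0.252) or with equal numbers of peaks.

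For the other lists no difference from the matched random lists was called at the main setting. The ratios were 1.2 for replication (permutation adjusted p = 1.00), 0.838 for repair (1.00), 0.548 for G2/M (0.971), 3.17 for histones (0.357), 0.508 for Rb pathway components (1.00), 0.832 for basal and mesenchymal genes (1.00), 0.947 for genes of liver, muscle and neurons (1.00) and 2.67 for AP-1 and immediate-early genes (0.154). They were 3.23 for p53 targets (permutation adjusted p = 0.0790), 2.02 for ribosomal proteins (0.357), 0.695 for oxidative phosphorylation (1.00) and 0.636 for the proteasome (1.00). Blood-lineage and interferon genes had 0 such genes against 1.83 and 1.92 (both 0.584).

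**Figure D4:**
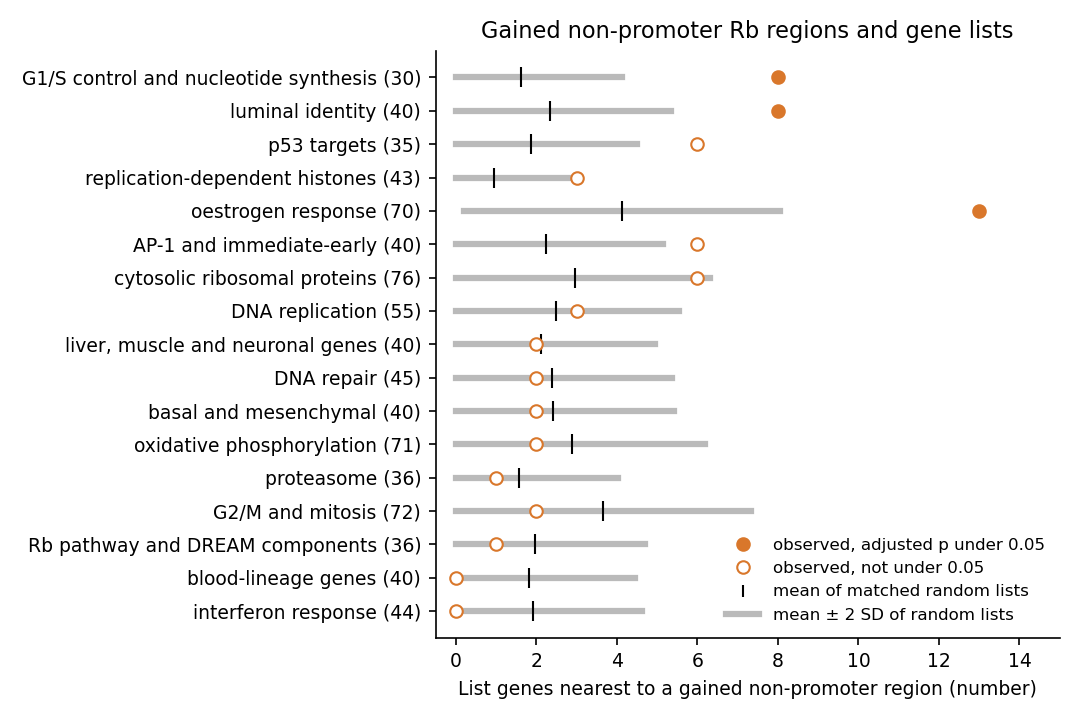
Number of genes of each list (size in brackets) that are nearest to a gained Rb region outside promoters (circles, filled for an adjusted p under 0.05), with the mean (ticks) and the mean ± 2 s.d. (grey bars) of 10000 random lists matched on locus length. Genes of the oestrogen response (13 against 4.12), G1/S control (8 against 1.63) and luminal identity (8 against 2.34) are filled and lie beyond the bars, and so do open circles for p53 targets (6 against 1.86), AP-1 genes (6 against 2.25) and histones (3 against 0.945).

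The SP/KLF, NFY, E2F, NRF1 and TFAP2 motifs were more frequent than in control windows at shared summits and at gained summits inside and outside promoters, although not every call held against shuffled windows. Motifs of AP-1, TEAD and CTCF were also more frequent at gained summits outside promoters. Differences between the classes were not tested. At shared summits the E2F motif was present in 4.59% of windows against 1.83% of control windows 500 bp away (exact adjusted p = 5.46e-18), the NFY motif in 7.70% against 1.66% (exact adjusted p = 2.96e-61) and the SP/KLF motif in 39.8% against 17.6% (exact adjusted p = 9.44e-176). At gained promoter summits the shares were 2.52% against 1.03% for E2F (exact adjusted p = 2.95e-06), 4.03% against 1.35% for NFY (5.33e-13), 35.4% against 12.5% for SP/KLF (3.97e-126) and 2.70% against 0.265% for NRF1 (9.86e-20). At gained summits outside promoters, motifs of AP-1 (7.33% against 3.85%, exact adjusted p = 0.000894), TEAD (3.31% against 1.07%, 0.000783), CTCF (1.34% against 0.179%, 0.00341) and FOXA (6.89% against 4.65%, 0.0345) were more frequent at summits, as were SP/KLF (19.5% against 4.74%, 2.09e-27), TFAP2 (15.2% against 8.41%), E2F (2.77% against 0.716%, 0.000509), NFY (2.86% against 1.16%, 0.00901) and NRF1 (0.984% against 0%, 0.00152). The oestrogen response element, with 1 mismatch allowed, was not called more frequent there (0.984% against 0.716%, exact adjusted p = 0.711), nor at gained promoters (0.45% against 0.397%, 0.88) or shared summits (0.380% against 0.522%, 0.343). Outside promoters this rests on 11 matches at summits and 8 at control windows, so a modest difference could be missed. The CHR element of late cell-cycle genes was less frequent at summits than at control windows in all 3 classes (4.05% against 10.4% at shared summits, exact adjusted p = 1.43e-43). Against shuffled copies of each window in place of control windows, which keep base composition, the E2F ratio was 1.00 at gained promoters (exact adjusted p = 1.00), 1.82 at gained regions outside promoters (0.0817) and 1.24 at shared summits (0.0230), the TEAD ratio outside promoters was 1.85 (0.0648), and the CHR calls ended. Outside promoters, the TEAD call ended without abemaciclib replicate 1 (ratio 1.30, exact adjusted p = 0.260), and the FOXA call without any 1 of the 4 libraries (ratios 1.41 and 1.40 without DMSO replicates 1 and 2, and 1.2 and 1.14 without abemaciclib replicates 1 and 2). The E2F ratio there was 9.5 and 9 without DMSO replicates 1 and 2, the CTCF ratio 17 without DMSO replicate 1, 4 without DMSO replicate 2 and 14.8 without abemaciclib replicate 2, and the TEAD ratio 1.60 without abemaciclib replicate 2. The NFY and NRF1 calls outside promoters ended without abemaciclib replicate 1 (ratio 1.41 for NFY, exact adjusted p = 0.268, and 0.259% of summits for NRF1, 0.485). Without abemaciclib replicate 2 these values were 1.4 and 0.319%, and the NFY ratio was 3.7 without DMSO replicate 2. The NFY call also ended at q of at most 0.001 (ratio 1.67, exact adjusted p = 0.139) and against shuffled windows (1.6, 0.185), and the NRF1 call with windows of 50 bp on either side (0.447%, 0.0879). Without abemaciclib replicate 1 the NRF1 ratio at gained promoters was 5.06.

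Among the other motifs, ETS and YY1 motifs were more frequent at shared summits (2.82% against 0.569% and 1.72% against 0.348%) and at gained promoters (1.93% against 0.45% and 1.40% against 0.291%). Outside promoters neither was called (0.447% against 0.268% for ETS, exact adjusted p = 0.778, and 0.0894% at both places for YY1, 1.00). TFAP2 motifs were more frequent in all 3 classes (29.0% against 14.2% at gained promoters), CREB/ATF at shared summits (0.775% against 0.395%) and gained promoters (0.742% against 0.344%), and GATA motifs less frequent at shared summits (0.902% against 2.26%) and gained promoters (0.980% against 2.75%). Of 45 tests, 25 showed a motif more often and 10 less often at summits at an adjusted p under 0.05. The CREB/ATF calls ended without abemaciclib replicate 1 (ratios 1.71 at gained promoters and 1.69 at shared summits, exact adjusted p = 0.151 and 0.0642), and the ratio at shared summits was 3.5 without DMSO replicate 1. At gained promoters the ETS ratio was 7 without DMSO replicate 1, and the YY1 ratio was 7.44 and 7.67 without DMSO replicates 1 and 2. Against shuffled windows none of the 10 lower calls held, the TFAP2 ratios were under 1 in all 3 classes, and TFAP2 at shared summits was the 1 lower call (ratio 0.930, exact adjusted p = 0.0193).

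**Figure D5:**
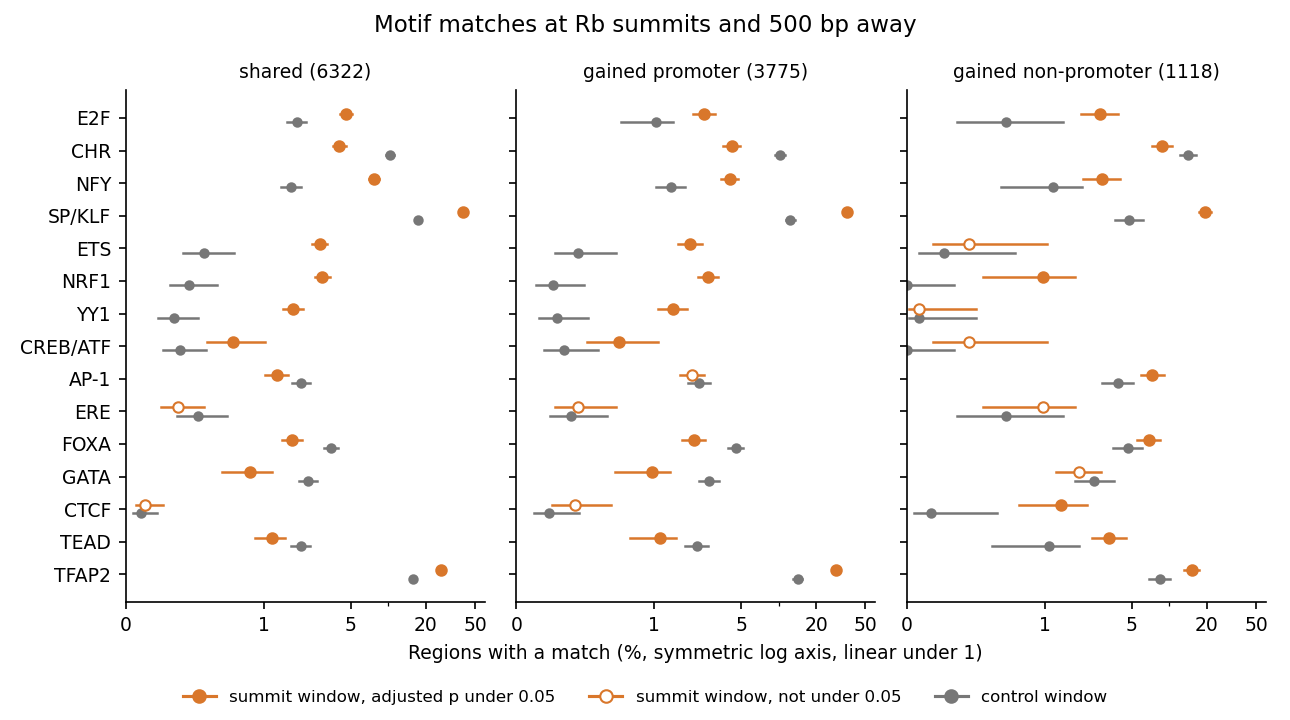
Percent of regions with a motif match (symmetric log axis, linear under 1) at Rb summits (orange, filled for an adjusted p under 0.05) and at control windows 500 bp away (grey), with 95% Wilson intervals, for 15 motifs in shared, gained promoter and gained non-promoter regions. E2F matches lie above the control in all 3 classes (4.59% against 1.83% at shared summits), and AP-1 matches in gained non-promoter regions (7.33% against 3.85%).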

Values the study reported

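The study reported that, in parental MCF7 cells, abemaciclib raised the Rb signal at 15,218 sites and lowered it at 57, at an adjusted P threshold of 0.1. It put roughly 75 to 80% of the induced Rb sites at promoters. It counted 3,878 induced sites outside promoters in MCF7 cells.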

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

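The tests of depth, of a separate library batch and of the need for RB1, and the restriction to chromosomes 1 to 22 and X, were chosen only after the result was seen.

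On chromosomes 1 to 22 and X, the 2 knockout libraries with abemaciclib held fewer Rb peaks (4 and 5) than the 2 with DMSO (25 and 10), a ratio of means of 0.257, while both parental libraries with abemaciclib held more than both with DMSO (ratio 2.08). It stands out because every library of each genotype moved the opposite way to those of the other. Whether the ratios of means differ between genotypes was not tested, and knockout cells, which lack Rb, could not gain Rb peaks. The related difference in ratios of geometric means on these chromosomes was 7.29 (exact permutation p = 0.0556, the smallest that n = 2 per group can give).

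For the larger number of Rb peaks in parental cells with abemaciclib, deeper sequencing is argued against, since the mean background expectation of the abemaciclib libraries was 0.555 times that of the DMSO libraries (0.654 with the most frequent expectation). The low mean rests on replicate 1, but replicate 2, at 0.979, was not deeper than the DMSO libraries either. The peak names of abemaciclib replicate 1 carry a library number apart from those of the other 9 libraries, a possible separate batch. The paper states that Rb profiling of these cells was done in 2 independent experiments, without saying which libraries belong to which. Replicate 2 alone held 1.75 times the DMSO mean. Whether a batch contributes to the further 1.36-fold excess of replicate 1 over replicate 2 cannot be told apart from variation between cultures, as each has 1 library. Sites with weak signal in DMSO that pass the calling threshold only with abemaciclib cannot be told apart from new sites, since the classes are defined by that threshold, which by itself lowers the chance that a gained region outranks a shared one (at most 0.0466). Whether a treatment effect needs RB1 stays open too, as knockout cells lack the target of the antibody and their ratio of mean peak numbers, 0.752, is one of residual background.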

How the results depend on the processing

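Canonical starts, peak numbers on chromosomes 1 to 22 and X, and the most frequent expectation as depth were alternatives chosen only after the results were seen.

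Of the main results, 160 values under an alternative were labelled the same, 31 moved and 1 lost its call. Tested results were the same if direction and side of the threshold held. Counts were the same within a fixed fold limit of the main value, which is not a measure of spread. The depth ratio was judged by its standard deviation and the knockout overlap by its confidence interval. The 160 include 10 values for treatment in parental cells and 14 for the difference between genotypes. No setting could bring these under the threshold, so only their direction could change. Of the single lists and motifs, 552 were the same, 84 lost their call and 16 reversed. Without 1 library in turn, the parental to knockout ratio ranged from 194.6 to 265.7, the abemaciclib to DMSO ratio from 1.75 to 2.37, the difference between genotypes from 1.91 to 3.52, the promoter share of gained regions from 59.2 to 79.2% and their H3K4me3 share from 57.8 to 85.0%. In the same way gained regions ranged from 5984 to 11529, lost regions from 5 to 691, lists called with abemaciclib from 1 to 10, lists called for gain from 0 to 2 and lists called for gained regions outside promoters from 2 to 5. A class that rests on 1 library of a treatment holds more regions by construction.

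With libraries paired by replicate number as a replicate block, the parental to knockout ratio was 230.6 with an exact p of 0.125, the smallest that 4 pairs can give, and the exact p was 0.5 for treatment and for the difference between genotypes. The numbers may carry no pairing, since replicate 1 was higher in 2 of 4 groups.

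With equal numbers of peaks, 561 regions were gained and 198 lost, histone and ribosomal promoters with Rb in both abemaciclib libraries lay below background (55.0% and 45.9%), 0 lists were called for gain and 0 outside promoters, where the oestrogen and luminal ratios were 0, and 14 motifs were called more frequent. The E2F ratio outside promoters was then 0 and the CREB/ATF ratio at gained promoters 0.667. This setting removes the lower-ranked peaks of the abemaciclib lists, where most gained regions lie. With 400-bp windows, 194 regions were lost, 80% of histone promoters had Rb with abemaciclib and 0 lists were called for gain. Without regions that overlap knockout or IgG peaks, 0 were lost. With a reciprocal overlap of 50%, 8035 regions were gained, 1926 shared and 2260 lost, since peaks of unequal width then no longer match, and 81.7% of knockout peaks overlapped IgG or parental peaks. With all coding genes as background, 14 lists were called with DMSO and 10 for gain, a background that also holds promoters without H3K4me3. At q of at most 0.001, 1 list was called for gain and 0 outside promoters, and at 1e-05 again 1 and 0. At canonical starts 1 list was called for gain. Against shuffled windows, 1 motif (TFAP2 at shared summits) was called less frequent, and ratios reversed for AP-1 at shared summits (1.40), FOXA at gained promoters (3.12) and shared summits (2.18), GATA at gained promoters (1.28), TEAD at gained promoters (1.05) and shared summits (1.09), and TFAP2 at gained promoters (0.957), other gained regions (0.977) and shared summits (0.930). Where no construction is named, the cause was not tested.

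The lower background of abemaciclib replicate 1 (0.115 against 0.866 in replicate 2) limits comparisons of fold enrichment between lists.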

Other observations

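The test of promoters absent from the annotation was chosen only after the result was seen.

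Genes with a head-to-head neighbour had Rb at the promoter more often than other genes. Of 1756 coding genes with H3K4me3 whose start lies head to head with that of another coding gene, 72.7% had Rb in both DMSO libraries, against 46.2% of 11820 other genes, a ratio of 1.57. No test is given, because the 2 genes of a pair can be counted through 1 peak. The starts of a pair lie within 1000 bp, so the promoter window of each gene also holds the start of its partner. A peak at either start counts for both genes, which by itself raises their share. A preference of Rb for shared promoters therefore cannot be told apart from this counting. Other genes of the same CpG content would give 47.3%, near the 46.2% of the other genes without such matching. These genes have no head-to-head partner through which to be counted, so the remaining gap cannot weigh CpG content against this counting. With abemaciclib the shares were 97.4% and 83.3%.

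Rb with DMSO also followed CpG content. Among active promoters the median ratio of observed to expected CpG was 0.804 for genes with Rb in both DMSO libraries, 0.756 for genes without Rb in DMSO, 0.782 for genes that gained Rb and 0.693 for genes with none in any parental library. The chance that a gene with Rb had the higher ratio than a gene without was 0.606. In the lowest and the highest of 5 equal classes of CpG content, 34.1 and 58.0% of genes had Rb in both DMSO libraries, and 70.5 and 92.5% in both abemaciclib libraries. A preference of Rb for CpG-rich promoters may contribute, as a hypothesis found and tested on the same libraries.

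Gained regions outside annotated promoters, such as those near KRT19, ESR1 and FOXA1, might in part be promoters that the annotation lacks, since 54.7% of them, these 3 included, overlapped H3K4me3 (30.4% without abemaciclib replicate 2). No region of 8 of the 13 oestrogen genes, 7 of the 8 G1/S genes and 1 of the 8 luminal genes did. This goes against the explanation there only weakly, as the mark comes from 1 knockout library and an absent peak may be missed signal. H3K4me3 also cannot separate such promoters from the flanks of annotated ones. The closest regions of CDH1, CLDN3, CLDN4 and PRSS23, all with H3K4me3, lay 1111, 1143, 1186 and 2077 bp from the canonical start, against at least 10766 bp for KRT19, ESR1 and FOXA1. Extra copies in MCF7 cells of the loci of gained regions outside promoters could not be told apart. In abemaciclib replicate 1 the median local expectation at their peaks was tied with that at gained promoter peaks at the background level. It was 1.07 times as high in replicate 2 alone (95% bootstrap interval 0.925 to 1.14). Marks of enhancers were not among the deposited lists used here, so no biological explanation was tested.

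The 5 best-ranked shared regions, at PPM1D, BRIP1, SKA2, USP32 and PARD6B, all lay on chromosomes 17 and 20. Extra copies of these loci are a candidate explanation, since the median local expectation of other peaks within 2 Mb was 2.48, 9.43, 2.29 and 2.36 times the list median in the 4 parental libraries. Of the 100 best shared regions, 18 lay on chromosome 17, which held 6.47% of all shared regions. No biological explanation was tested.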
